# Behavioural fever is a synergic signal amplifying the innate immune response

**DOI:** 10.1098/rspb.2013.1381

**Published:** 2013-09-07

**Authors:** Sebastian Boltaña, Sonia Rey, Nerea Roher, Reynaldo Vargas, Mario Huerta, Felicity Anne Huntingford, Frederick William Goetz, Janice Moore, Pablo Garcia-Valtanen, Amparo Estepa, S. MacKenzie

**Keywords:** behavioural fever, anti-viral response, gene–environment interaction

## Abstract

Behavioural fever, defined as an acute change in thermal preference driven by pathogen recognition, has been reported in a variety of invertebrates and ectothermic vertebrates. It has been suggested, but so far not confirmed, that such changes in thermal regime favour the immune response and thus promote survival. Here, we show that zebrafish display behavioural fever that acts to promote extensive and highly specific temperature-dependent changes in the brain transcriptome. The observed coupling of the immune response to fever acts at the gene–environment level to promote a robust, highly specific time-dependent anti-viral response that, under viral infection, increases survival. Fish that are not offered a choice of temperatures and that therefore cannot express behavioural fever show decreased survival under viral challenge. This phenomenon provides an underlying explanation for the varied functional responses observed during systemic fever. Given the effects of behavioural fever on survival and the fact that it exists across considerable phylogenetic space, such immunity–environment interactions are likely to be under strong positive selection.

## Highlights

— First observation of behavioural fever in zebrafish under a simulated viral infection,
— behavioural fever induces a major, coordinated upregulation of anti-viral genes,
— viral infection is rapidly cleared in fish expressing behavioural fever, and
— the adaptive value of behavioural fever may lie at the level of gene–environment interaction.

## 1. Introduction

The vast majority of animal species are ectothermic and can only manipulate their body temperature by behavioural means, including the choice of an appropriate environmental temperature. Whereas in endotherms a primary symptom of infection is a rapid increase in corporal temperature known as fever, ectotherms lack intrinsic thermogenesis and therefore modify body temperature by moving to warmer places, that is, they must employ behavioural fever. This phenomenon was first reported more than three decades ago in reptiles [1] and subsequently in fish [2], amphibians [3] and several invertebrates [4,5] and has been shown to increase survival [6–9]. This mirrors the well-known propensity of healthy ectotherms to use thermal gradients to attain an optimal physiological state through behavioural responses [10,11].

In endotherms, the basis of physiological regulation of body temperature has been well documented, and equivalent structures have been identified in ectothermic vertebrates, including fish (for review, see [12]). Fever is initiated by convergent signalling from the periphery of the brain by pyrogenic mediators such as prostaglandin E2 (PGE_2_) and cytokines that target the preoptical area (POA) in the anterior hypothalamus [13,14]. The immune response generates these signals through pathogen recognition receptor (PRRs) interactions, with pathogen-associated molecular patterns (PAMP) initiating both local and systemic defence responses [15]. In mammals, fever is known to promote the inflammatory response.

Less is understood about fever in ectotherms, but what is clear is that fever, whether internal or behavioural in origin, often promotes survival by enhancing defence mechanisms. However, although increased body temperature is tightly correlated with metabolic activity, the actual mechanism by which fever enhances immunity in ectothermic vertebrates remains unclear. We hypothesized that behavioural fever must be underpinned by temperature-dependent effects acting upon the transcriptome; this, in turn, specifically amplifies the immune response and therefore increases survival.

In order to test this hypothesis, we used a zebrafish model to ask the following three questions:

(1) Does a simulated viral infection cause behavioural fever? And if so:
(2) What, if any, changes occur in the brain transcriptome during the fever response?
(3) How does fever affect survival of infected hosts?

## 2. Results

### (a) Establishment of behavioural fever

To test our hypothesis, we first demonstrated the existence of behavioural fever in zebrafish, *Danio rerio*. We used a simulated viral infection (synthetic double-stranded RNA (dsRNA)), in an experimental environment where fish could move freely throughout a thermal gradient. Our experimental set-up provided a gradient (35–18°C) across six contiguous linked chambers where fish (held in groups of 10) could move freely between chambers. Under constant temperature conditions (29 ± 0.5°C), individual distribution across tank chambers was not significantly different among different groups of fish. In the gradient, fish spent most time in a central chamber where mean temperature was 29.4 ± 0.54°C (see the electronic supplementary material, figure S1), the thermal preference for this species. A significant effect of the simulated viral challenge with the synthetic dsRNA was observed in the form of a mean 3 ± 0.5°C shift in thermal preference maintained over at least a 24 h period (figure 1*a*). In the vertebrates, fever is driven by peripheral pro-inflammatory cytokines produced in response to PAMPs and by subsequent prostaglandin (PGE_2_) synthesis. Measured plasma levels of PGE_2_ in synthetic dsRNA-challenged zebrafish with access to the thermal gradient were significantly higher than those of fish under conditions that limited thermal choices (figure 1*b*). Thus, increased signalling to the brain is expected to result in thermal modification by external (behavioural) or internal pyrogenesis.

**Figure 1.**
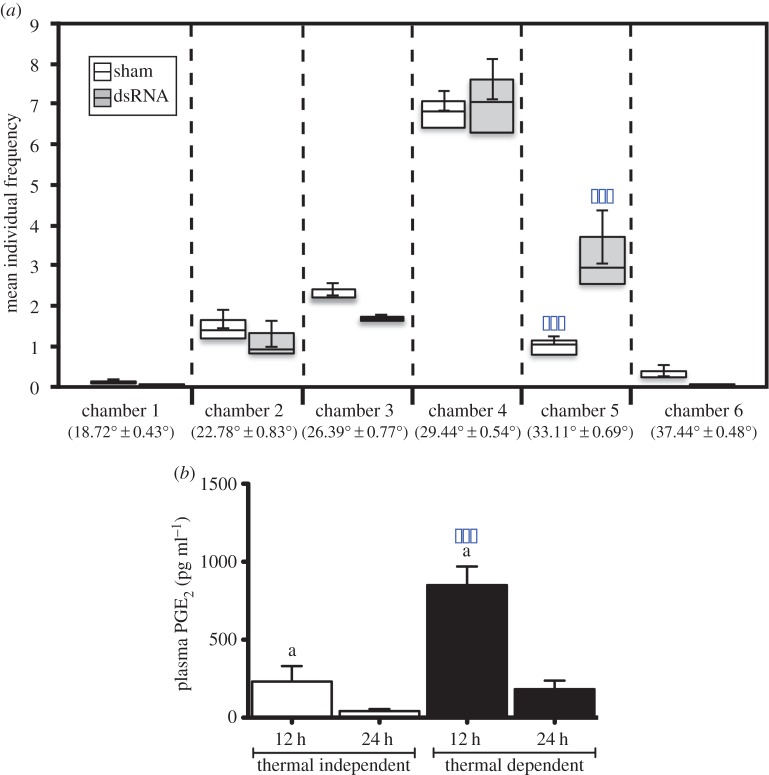
Behavioural fever in dsRNA-challenged adult zebrafish. (*a*) Frequency of chamber occupation in individual adult zebrafish (group = 10 individuals) challenged with dsRNA in a thermal gradient. Two-tailed repeated measures ANOVA; *F*_5,1190_ = 50.481, boxplots show Q1 and Q3 quartiles and mean values (*n* = 3 ± s.d., *p < 0.05; **p < 0.01; ***p < 0.001). (*b*) Plasma concentrations of PGE_2_ (pg ml^−1^) in dsRNA-challenged zebrafish (12 and 24 h) under constant conditions (T^i^) or in a thermal gradient (T^d^) (29 ± 0.5°C) *n* = 6, one-tail ANOVA; *F*_3,15_ = 17.69, (*n* = 3, mean ± s.d, *p < 0.05; **p < 0.01; ***p < 0.001). (Online version in colour.)

### (b) The brain transcriptome and the anti-viral response

Although the mechanistic basis for thermal regulation is well established, it fails to explain the underlying effect of temperature increase on the immune response. Therefore, having established the existence of behavioural fever in zebrafish, we conducted transcriptome analyses on whole brains from individual fish from four different experimental groups: synthetic dsRNA-injected fish with access to a temperature gradient (T^d^; temperature dependent), synthetic dsRNA-injected fish without access to a temperature gradient (T^i^; temperature independent), sham-injected fish in a temperature gradient (S^d^) and control, non-injected fish (C). dsRNA treatment (T^i^) and treatment + temperature (T^d^) gene expression profiles were derived by subtracting both C and S from T profiles. This allowed us to identify a core set of transcripts, produced in response to synthetic dsRNA injection, that were common to both T^i^ and T^d^ profiles (403 mRNAs *p* < 0.01; electronic supplementary material, table S1). 

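Brain RNA was hybridized to 12 single-colour Agilent zebrafish oligonucleotide arrays, with 3 arrays for each of the 4 groups (C, S d, T i and T d). The methods give pools of 3 brains per array, whereas the results speak of brains from individual fish, which leaves open what the spread between arrays measures. The labels give 24 h for all 4 groups. The methods give a dsRNA dose of 10 µg per kg and the labels one of 1 mg per kg. The methods place the C fish outside the gradient, whereas the labels place them in it. The arrays lay on 3 slides with 1 array of each group per slide, so that replicate number and slide are the same, and each group held the same position on every slide. Of the 43803 features that are not controls, 10725, 17901 and 14408 were well above background on the C arrays, 11275, 12897 and 13804 on the S d arrays, 20280, 13494 and 6330 on the T i arrays, and 21900, 18244 and 17773 on the T d arrays. T i replicate 3 was the dimmest array, with a 75th percentile of the processed signal of 34.6 intensity units against 99.1 to 541 on the other arrays. No feature was saturated. The authors deposited the scanner output, which holds intensities on a linear scale, a table per sample and 1 table for the whole series, both of which hold the natural log of the background-subtracted signal. The table of each sample equalled the scanner file of the same label on all 12 arrays (tolerance 0.001 on the natural log scale). In the series table the 6 columns of C and S d equalled their own arrays, whereas the 3 T i columns equalled the T d arrays and the 3 T d columns equalled the T i arrays. The deposited values do not settle which assignment is right. The values given here take the arrays as the scanner files and the tables per sample label them, and exchanging both groups, an alternative chosen after these tables had been compared, turns the sign of every difference between T d and T i. The log2 of the processed signal was scaled by subtracting the 75th percentile of each array, spots marked as outliers by the scanner software were left out, and probes well above background on at least 3 of the 12 arrays were kept. The median over the kept probes of a gene gave 16130 transcripts, 8108 of them with a gene symbol, which were tested with limma's moderated test in 1 model over the 4 groups.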

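Of the 16130 transcripts tested, 81 had an unadjusted p under 0.01 in limma in each of the comparisons of T i and T d with C and with S d, with the same direction in all of them. Of these core transcripts 73 were higher and 8 were lower in both dsRNA groups than in C and S d, and 33 had a gene symbol. The median size of their change against the mean of C and S d was 2.49 on the log2 scale in T i and 2.04 in T d. The core holds the same 81 transcripts whichever of the 2 dsRNA groups is called T i. Because T i and T d were compared with the same C and S d arrays, some overlap arises without any effect. In 100 simulations of unchanged groups with the spread of these arrays and transcripts that vary independently, the core held 1.51 transcripts on average and 5 at most. With the T i changes kept and T d left unchanged, it held 1.72 on average and 4 at most. How far deviations shared by C and S d arrays of the same slide would change the simulated values was not examined. The changes of all tested transcripts in T i and T d had a correlation across transcripts of 0.576, against 0.333 on average in the simulated unchanged groups, and transcripts are not independent replicates. A list of anti-viral genes, set before the data were examined, accounted for 11 of the 81 core transcripts and for 47 of the transcripts tested (Fisher's exact test, two-sided, odds ratio 69.7, p = 3.81e-16). Across the alternatives set before the data were examined, the core ranged from 11 transcripts with the Benjamini-Hochberg adjusted p to 200 when only C was compared and S d was required not to differ from C.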

To quantify the effect of temperature on the core response (T^d^), we calculated *Q*_10_ values for all common transcripts. Thirty-nine per cent of the core transcripts (156) exhibited *Q*_10_ values of greater than 2 in the T^d^ individuals, identifying a strong temperature-dependent effect upon transcript abundance (see figure 2*a* and electronic supplementary material, table S1). 

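The *Q*_10_ of each core transcript was computed from the mean abundance in T d over that in T i, raised to the power of 10 over 3 for the mean shift of 3°C. With the arrays as the scanner files label them, 3 of the 81 core transcripts had a *Q*_10_ above 2 (3.70%, exact 95% binomial interval 0.770 to 10.4%) and 53 had a *Q*_10_ under 0.5 (65.4%, 54.0 to 75.7%). These intervals treat transcripts as independent, which they are not, and do not measure the spread between arrays. Other splits of the same 6 arrays gave up to 49.3% of their core above 2 and up to 48.1% under 0.5. With the T i and T d arrays exchanged, as the series table assigns them, 65.4% lay above 2, and with the values of the series table itself the share was 63.8%. Within slides 1, 2 and 3 the share of core transcripts with a *Q*_10_ above 2 was 12.35, 6.17 and 18.5%. The paper does not give its scaling percentile, and another percentile shifts every *Q*_10_ alike. Scaled to the 50th percentile, the median difference of all tested transcripts between T d and T i moved from 0.18 to 0.96. In that setting 12.8% of the 39 core transcripts found lay above 2, and the share among the 81 was not computed. Both shares therefore depend on the percentile chosen. Among all 16130 transcripts tested, 39.3% had a *Q*_10_ above 2 and 18.6% had one under 0.5. The highest values in the core were 4.71 for *tpma*, 3.13 for EH552414 and 2.30 for *ifi27.7*, and the next in order, from *il4r.1* to *krt93*, lay between 1.87 and 1.32. *tpma* differed between T d and T i by 0.67 on the log2 scale (standard error 0.55, adjusted p = 0.808 from limma). Its transcript was lower in both dsRNA groups than in C and S d, for a cause that was not tested. *ifi27.7* differed by 0.36 (standard error 0.38, adjusted p = 0.857). These differences of *tpma* and *ifi27.7* were smaller than the spread between the T i arrays, and each turned negative when 1 array was left out (lowest values -0.06 and -0.07). None of the 81 core transcripts had an adjusted p under 0.05 between T d and T i.

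**Figure D1:**
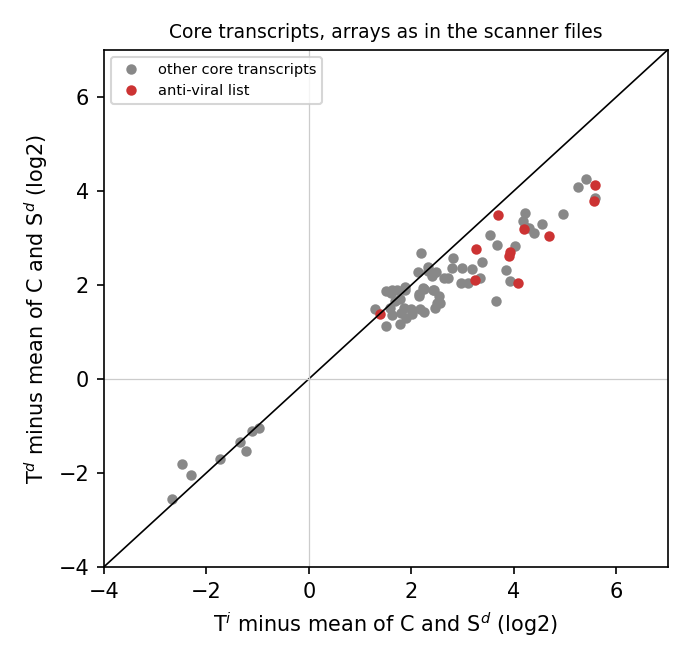
Change of the 81 core transcripts in T i (horizontal axis) and T d (vertical axis) against the mean of C and S d, each as a difference of group means of 3 arrays on the log2 scale, with arrays as the scanner files label them. Points under the diagonal line changed more positively in T i than in T d, and the 11 points of the anti-viral list are marked.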

The most highly temperature-regulated groups (*Q*_10_ > 10) were almost entirely related to the anti-viral response, indicating a specific potentiation of anti-viral defence mechanisms (see the electronic supplementary material, table S2*a*). Thus, owing to increased transcription rates and de novo transcription, behavioural fever affects the anti-viral response by greatly increasing specific mRNA abundance.

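No core transcript had a *Q*_10_ above 10 with the arrays as the scanner files label them (0 of 81, exact 95% binomial upper limit 4.45%), whereas 21 had a *Q*_10_ under 0.1. Of these 21 transcripts 10 had a gene symbol, and 8 of those 10 were on the anti-viral list (8 of 21 against 47 of 16130 tested, Fisher's exact test, two-sided, odds ratio 252, p = 5.48e-16). That test was chosen after the values had been seen, because the test planned for a *Q*_10_ above 10 had no transcripts. The 21 were drawn from a core that is itself rich in the list, so the test does not tie the low *Q*_10_ to the list. Of the 11 anti-viral core transcripts 8 were among these 21. The lowest values, named after the data had been examined, included 0.00901 for *stat1b*, 0.0169 for *mxe*, 0.0227 for *irf7* and 0.0338 for *mxb*. With the T i and T d arrays exchanged, the same 21 transcripts have a *Q*_10_ above 10, of which 38.1% are anti-viral. With the values of the series table as it assigns them, 12 core transcripts had a *Q*_10_ above 10 and 16.7% of these were anti-viral. Of the 157 symbols of the anti-viral list 56 were on the array and 47 were tested. The median of their log2 differences between T d and T i was -0.39, with 33 of the 47 genes lower in T d, while the median of all tested transcripts was 0.18, so that the list lay at -0.58 relative to it. The difference of the list had an adjusted p = 2.65e-09 by camera and an adjusted p = 0.206 by fry, both in limma and adjusted over the lists tested, so that it held under camera alone. No gene of the list had an adjusted p under 0.05 over all genes tested, 4 had one adjusted over the list alone, and 9 had an unadjusted p under 0.05. Another scaling percentile moves all transcripts alike, and brought the median of the list to 0.38 at the 50th percentile. It also shifts every *Q*_10_, so the number of core transcripts under 0.1 rests on the percentile chosen. Relative to all tested transcripts the list lay at -0.56 with quantile normalization and at -0.50 with normexp background correction, but at -0.27 over the 15 genes well above background on all 12 arrays and at 0.36 without the filter on dim probes. Within slides 1, 2 and 3 the median was -0.52, -0.86 and 0.09, and -0.64, -1.06 and -0.09 relative to all tested transcripts. Against the mean of C and S d the list had a median log2 difference of 1.21 in T i and 0.81 in T d, with 42 of the 47 genes raised in each group.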

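The scaled log2 signal of *stat1a* was 4.88 ± 0.68 (SD, n = 3 arrays) in T i and 4.17 ± 0.33 in T d, a log2 difference of -0.71 (standard error 0.43, adjusted p = 0.773 from limma). For *stat1b* it was 0.93 ± 0.94 in T i and -1.10 ± 0.51 in T d, a log2 difference of -2.04 (standard error 0.55, adjusted p = 0.765). All 3 T d arrays lay under all 3 T i arrays for *stat1b*, which was not well above background on any C or S d array. *stat1b* was at least 6.64-fold higher in T i than in C and at least 1.62-fold higher in T d than in C. The signal of *irf7* was 4.55 ± 0.66 in T i and 2.91 ± 0.34 in T d, a log2 difference of -1.64 (standard error 0.61, adjusted p = 0.765). For *stat1a*, *stat1b* and *irf7* the difference was negative on each slide. The somatostatin genes *sst1.1* and *sst6.1* had log2 differences of 0.46 (standard error 0.31, adjusted p = 0.783) and 0.59 (standard error 0.43, adjusted p = 0.786) between T d and T i. These adjusted p values do not separate T d from T i for any of these genes, and every sign turns with the assignment of the series table. *trim25* was well above background on 2 of the 12 arrays and *sst2* on 1, so neither was tested, and no probe was matched to *gig2*. From the *Q*_10_ values and the anti-viral transcripts among the highest of them, the paper concludes that behavioural fever raises the abundance of specific anti-viral mRNAs. It also measured *stat1a*, *stat1b*, *irf7*, *gig2*, *trim25* and somatostatin by quantitative PCR over time. From these it reports that abundance rose with temperature and was not merely shifted in time. Those measurements do not pass through the deposited array files and could not be re-analysed here.

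**Figure D2:**
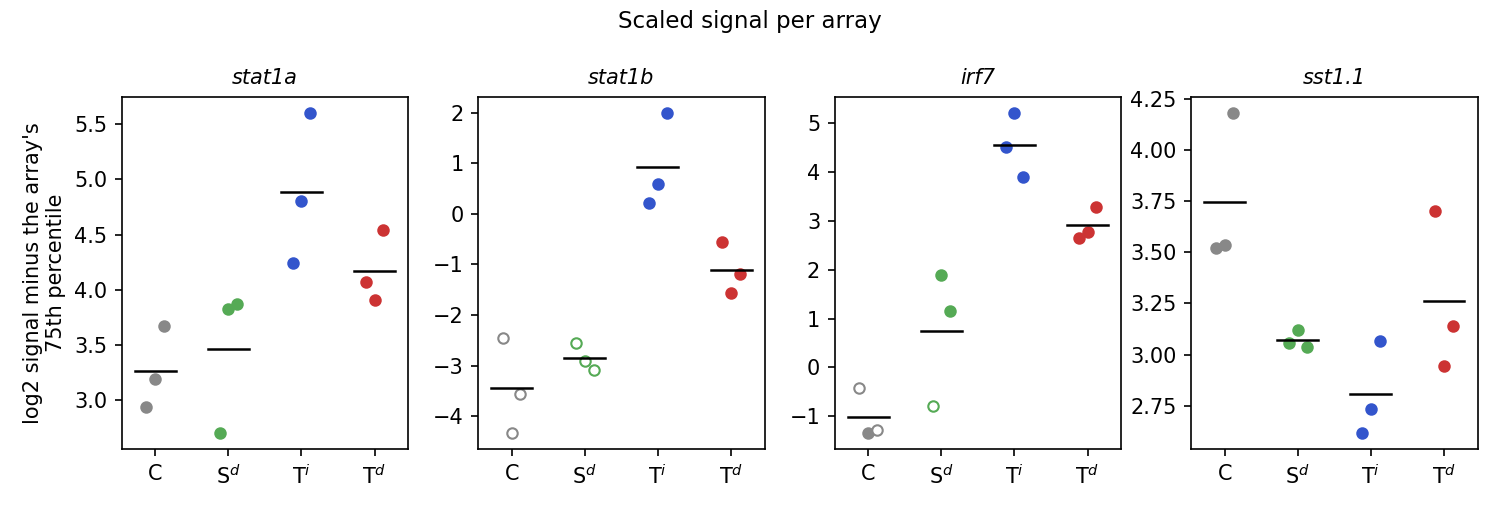
Scaled log2 signal of *stat1a*, *stat1b*, *irf7* and *sst1.1* on each of the 12 arrays (points, 3 per group) with the mean of each group (line), with arrays as the scanner files label them. Open points were not well above background, as for *stat1b* on every C and S d array, and the vertical axes differ between genes.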

**Figure 2.**
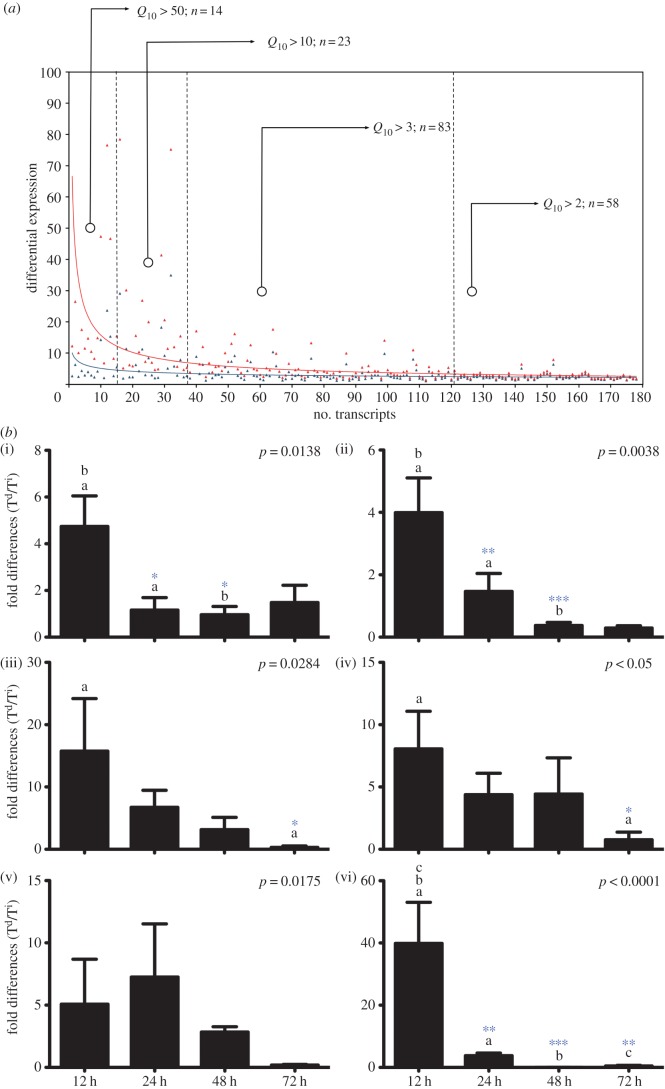
Gene–environment interaction during dsRNA-induced behavioural fever. (*a*) Differential expression levels of 156 (fold change greater than 2) dsRNA-induced transcripts common to both constant conditions (T^i^) or in a thermal gradient (T^d^). *Q*_10_ values were calculated and shown in four groupings relative to intensity. Solid curves, red (T^d^) or blue (T^i^) denote specific mRNA abundances relative to environmental condition. (*b*) qRT-PCR quantification of specific anti-viral mRNA accumulation over a 72 h time period post-dsRNA challenge. Values shown are maximal mRNA relative abundance ratio (T^d^/T^i^) in dsRNA challenged fish (*n* = 6) mean ± s.d. Two-way ANOVA: (i) Stat-1a, (ii) Stat-1b, (iii) Irf7, (iv) Gig2, (v) Trim25 and (vi) Somatostatin (interaction values). Letters represent comparisons (a,b,c) and significance is Bonferroni post-hoc test (*p < 0.05; **p < 0.01; ***p < 0.001).

To determine whether behavioural fever simply shifts the global gene expression profile by advancing or delaying the response, we compared maximal measured abundance levels of six core synthetic dsRNA-induced mRNA transcripts identified in array analyses over the initial 72 h period post-challenge. Measured transcript accumulation highlighted significant differences in maximal levels (T^d^/T^i^) and accumulation of dsRNA-induced specific mRNAs that were temperature dependent (figure 2*b*). A significant interaction was identified between temperature and time. Thus, the difference in mRNA abundance observed is not a consequence of a temporal shift; rather, it reflects a specific temperature-dependent increase in transcript abundance related to the behavioural fever response to dsRNA, suggesting increased focalization of transcription and functional specialization. This coordinated response over time shows that pyrogenesis driven by behavioural modification may strongly affect the intensity of an anti-viral immune response.

The T^i^ and T^d^ experimental groups also differed significantly, both in mRNA diversity and specific transcript abundance (see the electronic supplementary material, figure S2). 

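Between T d and T i, 0 of the 16130 transcripts were higher and 1 was lower at a Benjamini-Hochberg adjusted p under 0.05 from limma. At an unadjusted p under 0.05 there were 952 transcripts, 635 higher and 317 lower, and at an unadjusted p under 0.01 there were 159, 72 higher and 87 lower, where chance alone gives 161.3. The single transcript past the adjusted threshold was that of *ebi3*, a subunit of interleukins, with a log2 difference of -3.55 (standard error 0.39, adjusted p = 0.0215). Its signal was well above background on 2 of 3 T i arrays and on 0 of 3 T d arrays, so that it was at least 4.74-fold lower in T d with the arrays as the scanner files label them, and higher by as much with both groups exchanged. The 2 kept probes of *ebi3* gave log2 differences of -3.97 and -3.14. With each array left out in turn its adjusted p lay between 0.0172 and 0.164, under the threshold in 6 of the 12 fits, and without T i replicate 3 it was the largest. Under 10 other settings with the same labels it was under the threshold in 2, and it was 0.824 with normexp background correction and 0.124 with the slide as a block. In 1965 transcripts (12.18%) the 3 arrays of T d did not overlap those of T i, where chance gives 10%. The number of features well above background was higher in T d by 5938 on average (exact permutation test, two-sided, p = 0.3, where the smallest p that 3 arrays against 3 allow is 0.1). The first 3 principal components over all 12 arrays held 23.0, 19.5 and 14.5% of the variance.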

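With the arrays as the scanner files label them, 263 transcripts differed from both C and S d in the same direction in T i (unadjusted p under 0.01 in each comparison in limma), 212 of them raised and 51 lowered. In T d there were 161 such transcripts, 106 raised and 55 lowered, whereas without the filter on dim probes 49 were raised and 69 lowered. Of these, 182 passed in T i alone and 80 in T d alone. In the simulated unchanged groups the same rule passed 25.5 transcripts on average in T i and 26.3 in T d, with 40 at most in either. With both groups exchanged, as the series table assigns them, the 2 counts change places. The count in T d depended on single arrays, with 72 transcripts without T d replicate 3, 99 without S d replicate 3 and 106 without C replicate 3. The count in T i was 174 without C replicate 3. Without the dim T i replicate 3 there were 209 in T i and 202 in T d. The order turned with array weights, an alternative chosen after the data were examined, with 332 and 586. A difference between the numbers of transcripts in T i and T d was not tested as such. The transcripts that passed in T i alone had a median change of 2.07 on the log2 scale in T i and of 0.98 in T d, and those that passed in T d alone had a median change of 2.12 in T d and of 1.17 in T i, differences that the choice by group itself favours.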

Fish challenged with synthetic dsRNA under T^i^ conditions increased the expressed mRNA repertoire, whereas in the T^d^ environment a smaller set of mRNAs are expressed more abundantly. In order to explore the likely impact of these mRNAs upon biological processes, we generated a core interactome [16,17] (synthetic dsRNA-specific response) and carried out Gene Ontology (GO) analysis by adding condition exclusive mRNAs (T^i^ or T^d^) to the core interactome (see the electronic supplementary material, table S2*b*). Two distinct predicted biological outcomes were obtained, describing the effects of the dynamic (T^d^) environment, in which fish could select a thermal regime, or the static (T^i^) environment, in which they could not select a thermal regime (see the electronic supplementary material, figure S3). Significantly more biological processes (*p* < 0.05) were identified under T^i^ conditions, an increase that reflected a corresponding increase in transcript diversity. In principle, thermal limitation may decrease ultimate survival by reducing the global availability of defence proteins for the immune response. To test this transcriptome–environment interaction further, we firstly calculated mean transcript abundance within GO clusters for both environmental scenarios with respect to controls (see the electronic supplementary material, table S2*b*). A strong thermal-dependent decrease upon mean synthetic dsRNA-driven transcript abundance was observed (figure 3*a*). 

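Over the 343 transcripts that passed against C and S d in T i or T d, the median size of the change against the mean of C and S d was 1.94 on the log2 scale in T i and 1.40 in T d, and 249 of the 343 changed more in T i. Of the 81 core transcripts 67 changed more in T i. With both groups exchanged, the larger changes lie in T d. Since more transcripts entered through T i than through T d, the comparison over the union favours the group with more of them. GO clusters were not formed, because the cluster tables are not among the deposited data, and transcripts are not independent replicates, so no test was made.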

Secondly, we measured the directional shift of regulated transcripts within GO clusters. Addition of the thermal variable identified 30 per cent of regulated transcripts within GO clusters to be directionally juxtaposed and linked to increased variation in abundance, signifying a change in functional output (figure 3*b*).

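Among the 343 transcripts that passed in T i or T d, 18 had changes of opposite direction in the 2 groups against the mean of C and S d (5.25%, exact 95% binomial interval 3.14 to 8.17%). In only 1 of the 343 did both opposite changes have an unadjusted p under 0.05. In the simulated unchanged groups, which share the C and S d arrays, the share was 16.1% on average and 34.0% at most. The share does not depend on which of the dsRNA groups is called T i. Across the alternatives set before the data were examined, the lowest share was 0.917%, with normexp background correction. Within slides 1, 2 and 3 it was 8.45, 9.91 and 7.58%. These shares cover all regulated transcripts and not those within GO clusters.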

**Figure 3.**
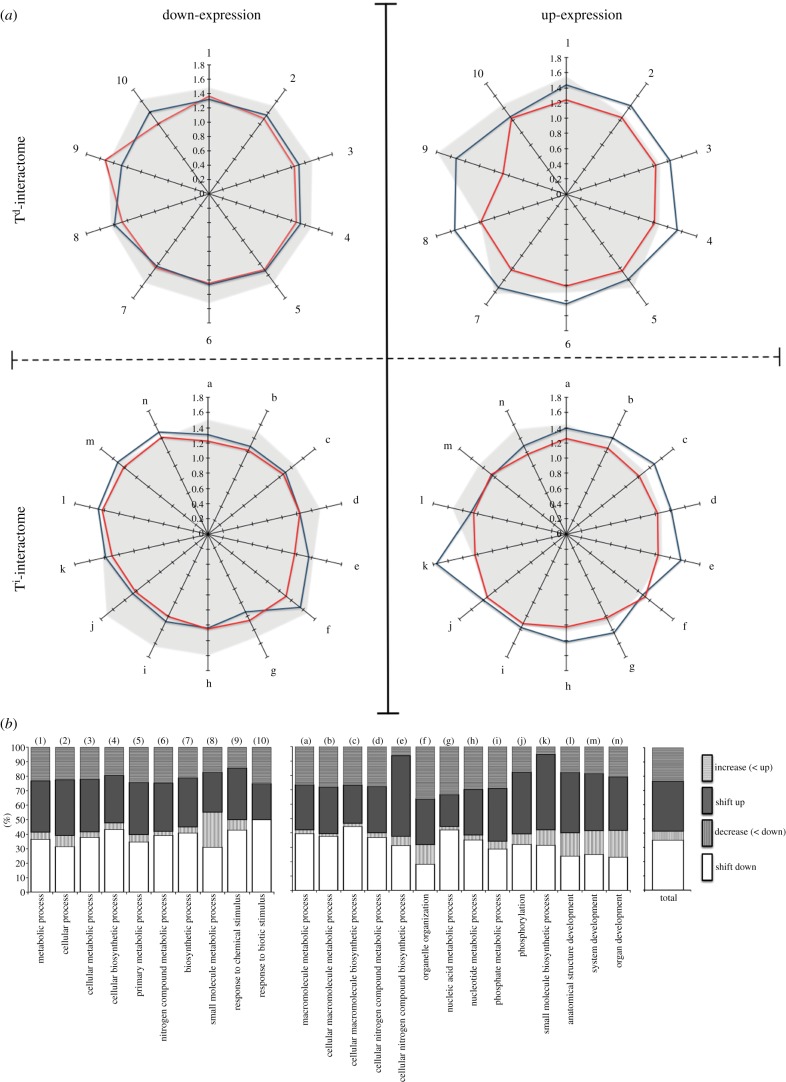
Temperature-dependent effects on transcriptome regulation. (*a*) Variation in total transcript abundance (insets; vertical axis = mean expression intensity over control interactome, one-tail ANOVA; *F*_7,99_ = 6.833, *p* < 0.0001) scores derived from T^d^ and T^i^ interactome GO clusters (*p* < 0.05). Interactome numbering (1–10) and lettering (a–n) represents T^d^ and T^i^ clusters, respectively, term description is in figure 2*b*. (*b*) Percentile representation of temperature dependent (T^d^ versus T^i^) directional shift (black and white bars represent up- and downregulated transcripts, respectively) and percentile increase of mean transcript abundance (horizontal or vertical etched bars represent % increase or decrease, respectively) in dsRNA-activated functional clusters.

To further highlight this effect, we analysed neuroregulatory components of the inflammatory reflex [18]. Previous studies suggest a central role for the cholinergic anti-inflammatory pathway in regulating systemic immune responses [19]. Under T^d^ conditions, nicotinic, adrenergic and cholinergic/muscarinic receptors are strongly inhibited, whereas the T^i^ dsRNA response is not (figure 4*a* and electronic supplementary material, table S2*c*). For example, we identified a significant inhibition of the α7 nicotinic acetylcholine receptor (α7nAChR) and a significant increase in acetylcholine esterase (AChE) transcripts, which suggests inhibition of this anti-inflammatory pathway [20] in the T^d^ environment (figure 4*b*). Thus, behavioural fever promotes the inflammatory response and shows significant similarities to the fever response in mammals at the level of regulatory system integration by promoting the inflammatory response.

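Of the 23 nicotinic, muscarinic and adrenergic receptor genes on the array, 9 were well above background on at least 3 arrays and were tested. These genes were chosen by symbol, whatever tissue expresses them, and the paper's own set of receptor transcripts was not available. With the arrays as the scanner files label them, 4 of these 9 were lower in T d than in T i (44.4%, exact 95% binomial interval 13.7 to 78.8%), namely 1 of 5 nicotinic genes (*chrna4b*), the muscarinic gene *chrm2a*, and 2 of 3 adrenergic genes (*adra1bb* and *adra2b*). The other adrenergic gene, *adra2da*, was well above background on no T i array, so its direction is not determined. The 44.4% counts it as not lower. As a set they did not differ between T d and T i (camera adjusted p = 0.634 and fry adjusted p = 0.891, in limma). The log2 differences ran from -1.13 for *adra1bb* (standard error 0.57, adjusted p = 0.765 from limma) to 0.81 for *chrna1* (standard error 0.45, adjusted p = 0.765), and no adjusted p was under 0.05. With 1 array left out they shrank to as little as -0.42 and 0.20, and *adra1bb* was well above background on 1 of 3 T i arrays. With both groups exchanged, 55.6% of the 9 genes are lower in T d, a share that counts *adra2da* as lower although its direction is not determined. With the values of the series table 6 of 7 tested genes were lower in T d (85.7%), and with the same values under the labels of the scanner files 1 of 7 was (14.3%), with the set not past the threshold in camera in either. The share was 22.2% with quantile normalization and 33.3% with normexp background correction. Without the filter on dim probes 18 of 23 were lower (78.3%), with the set again not past it. In that setting the median of all transcripts fell by 0.92 on the log2 scale between T d and T i.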

**Figure 4.**
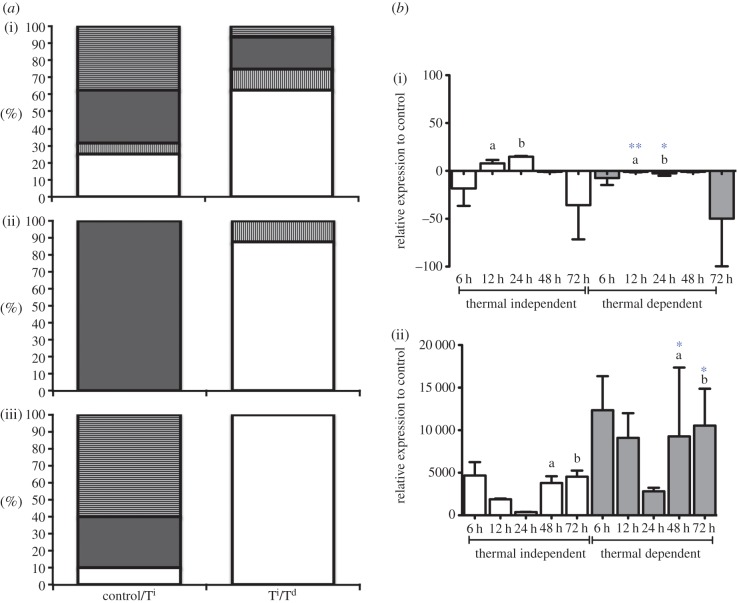
Regulation of the inflammatory reflex. (*a*) Percentile directional shift (T^d^ versus T^i^) (black and white bars represent up- and downregulated transcripts, respectively) and percentile increase of mean neuroreceptor mRNA transcript abundance (horizontal or vertical etched bars represent % increase or decrease, respectively) representative of regulatory pathways, *b*(i) α7-cholinergic receptor and *b*(ii) acetylcholinesterase mRNA abundance over a 72 h time period post-dsRNA challenge (T^d^ versus T^i^). Values shown are mRNA relative abundance ratio (*n* = 10 mean ± s.d., *T*-test, *p < 0.05; **p < 0.01; ***p < 0.001). *a*(i) nicotinic/cholinergic, *a*(ii) muscarinic and *a*(iii) adrenergic. (Online version in colour.)

### (c) Survival under viral infection

Once we established a potential mechanism whereby behavioural fever potentiates the accumulation of response-specific mRNAs in the responding tissue, we sought to test the contribution of fever to survival. In the zebrafish, few relevant viral models are available; however, the Spring viraemia carp virus (SVCV) can cause lethal infections in zebrafish. In order to address our hypothesis, we therefore adapted the SVCV immersion challenge model to our fish under the thermal regimes described earlier. At 22°C, we established an LD50 at 7.1 × 10^7^ PFU ml^−1^. At 28°C, SVCV-infected fish allowed to express behavioural fever (T^d^) showed no clinical signs of infection in significant contrast to those held under constant conditions (T^i^) (see figure 5*a,b* and electronic supplementary material, table S2*d*). Importantly, we were unable to recover viral particles from the SVCV-T^d^ fish (figure 5*c*). Thus, in SVCV-infected zebrafish that are allowed to express behavioural fever all detectable SVCV virus particles are likely rapidly destroyed, as no signs of infection are appreciable.

**Figure 5.**
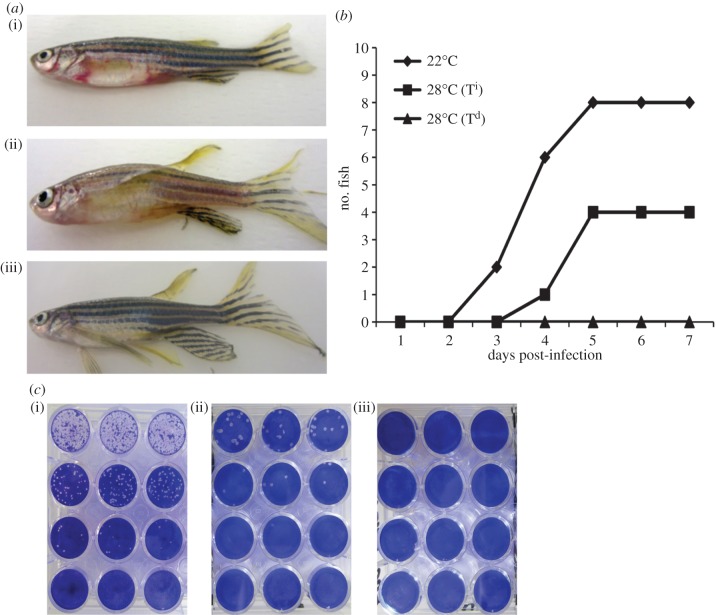
SVCV infection, clinical symptoms and virus recovery. (*a*) Representative photographs of individual zebrafish infected with SVCV 7dpi at (i) 22°C, (ii) 28°C (T^i^) and (iii) 28^o^Cd (T^d^), (*b*) appearance of clinical signs of skin haemorrhaging in SVCV-infected fish (*n* = 10) 1–7dpi in each experimental group and (*c*) plaque formation in EPC cell monolayers after infection with viral particles recovered from surviving SVCV-challenged fish 7dpi (*n* = 4) at (i) 22°C, (ii) 28°C (T^i^) and (iii) 28°C (T^d^).

## 3. Discussion

A change in body temperature of a few degrees centigrade above normothermia has a significant metabolic cost, since as a general rule metabolic rates increase more than 10 per cent per 1°C. Pathogen-associated molecular patterns or pathogen-induced fevers generally cause a rise of between 2°C and 5°C over normothermic conditions in both ecto- and endotherms. It is postulated that coupling of the immune response to pyrogenesis promotes survival [6–9,21]. The underlying mechanisms are unknown, although some evidence for a functional gain in defence efficacy has been reported, mainly in mammals [22–24]. However, this does not adequately explain the mechanism through which the immune response generates benefits in the face of the metabolic cost of increased body temperature. We do know that across animal phyla, innate immunity is activated by a strongly conserved set of pathogen recognition receptors [15]. This activation leads to significant transcriptome remodelling and the development of local and systemic defence responses [25,26]. Now, for the first time, our data present evidence that the adaptive value of fever may lie at the level of gene–environment interaction affecting systemic regulatory systems.

In ectotherms, the influence of environmental temperature upon the regulation of gene expression in a wide range of biological processes, including response to cold acclimation, heat stress and development has been extensively reported across different fish and invertebrate species [27–30]. It is widely accepted that acclimation to different thermal regimes strongly affects the physiological response at the level of the transcriptome. However, the majority of these studies aim towards understanding the long-term impact of temperature, e.g. climate change and more than often do not provide experimental organisms, in the case of mobile species, with a choice as experimental aims are targeting stress responses. The approach is also common in most immunological studies in fish where different yet fixed temperatures are used to assess the immune response in different species to a variety of pathogens [31,32]. Therefore, though a significant body of work addressing the effects of thermal stress is available, it is centred upon response to imposed environmental differences. The contribution of dynamic changes in thermal preference driven by behavioural choice to underpinning regulatory responses has not been investigated. Although it is known that ectotherms use thermal gradients to improve physiological performance during migration and survival through behavioural fever [10,11]. Therefore, a major difference exists between these two approaches where the latter aims to understand the optimization of regulatory responses through behavioural modification and the former aims to understand the physiological limits of the system during stress acclimation to what are often extreme environmental conditions.

We have shown that when fish are subjected to a simulated viral infection, a rise in body temperature quickly acts in synergy with the immune response to generate an extremely strong, specific anti-viral response. Our analysis highlights the importance of the temperature variable in the identification and accuracy of the measured response at both the physiological and molecular level. Integrative analysis of transcriptome data by using computational and analytical approaches helps to further support this observation by extending the interpretative value of a one-dimensional gene list into regulatory modules and interaction networks [33–35]. Comparison of T^d^ and T^i^ transcriptomes at different levels including pathway–environment interaction and interactome analysis highlights significantly different changes in the magnitude and intensity of measured responses to dsRNA. These changes can be identified at multiple levels, including single mRNAs, coordinated regulation of mRNAs, diversity of over-expressed functional groups and environment–interactome interaction providing a supporting set of inter-related analyses. Our studies suggest that behavioural fever acts to focalize the response at the level of the transcriptome and promote the emergence of a highly specific anti-viral response module, whereas the T^i^ group demonstrates a more generalized stress response based upon increased transcript diversity. The significance of this transcriptome–environment interaction is highlighted under SVCV infection where fish able to express behavioural fever rapidly combat viral infection, do not develop clinical symptoms of infection and clear replicating virus from the system. Fish held at constant temperatures provided conditions that were permissive for viral replication and as the temperature decreased viral replication and infection increased. The effect of lower temperatures on viral replication in fish has been suggested to be due to a inhibition of the immune response although at higher temperatures the immune response is considered to be more effective in viral clearance [36,37]. In our model, it is likely that the combination of both factors, optimization of thermal preference to increase the efficiency of the immune response, act in synergy to increase the efficacy of the anti-viral response. This would lead to an abrogation of viral replication hence we could not recover replicating virus from these groups of fish.

In further support of this observed synergy, we were, for the first time in a non-mammalian vertebrate, able to identify significant differences in neuroregulatory receptors and in particular components of the inflammatory reflex, α7nAChR and AChE mRNA transcripts, in the brain [38]. Increasing evidence highlights how the inflammatory response is monitored, integrated and controlled by the nervous system thus describing a tight interaction between both of these essential systems [18,19,39]. We observed a significant effect in the T^d^ environment where the majority of neuroregulatory receptor transcripts within defined functional categories were downregulated although in contrast AChE was upregulated. AChE activity has been shown to be temperature dependent in vertebrate and invertebrate ectotherms where increased T^o^C increases activity [40–42]. This suggests that behavioural fever may inhibit the anti-inflammatory reflex and increases AChE activity thus reducing inhibitory cholinergic output and providing conditions for increased anti-viral activity. This observation has strong parallels to experimental observation in mammals [19]. Furthermore, increased plasma PGE_2_ correlated to the T^d^ environment and in mammals PGE_2_ leads to fever through interaction in the preoptic area of the brain [12]. Our analysis highlights the key functions of the brain in regulating the distinct phases of fever response and is likely where the behavioural modification leading to warmth-seeking initiates. Although in mammals the beneficial or deleterious effects of fever are still debated [43,44] our results extend previous observations that behavioural fever in ectotherms has a positive adaptive value due to increased survival [8,9].

We propose that behavioural fever acts as an integrative signal that orchestrates biological output by promoting specific protein production in responding cell populations. This, in turn, leads to increased efficacy of defence traits and provides a positive adaptive value to the host. Behavioural fever is widespread among animals and may reflect an ancient mechanism conserved across evolutionary time that affects host and pathogen fitness. The observed gene–environment synergy leading to increased survival has implications towards understanding the molecular basis of disease resistance in ectotherms.

## 4. Experimental procedures

### (a) Animals

Zebrafish (*Danio rerio*) (0.93 ± 0.22 g and 43.73 ± 2.44 mm; *n* = 206) were purchased from a commercial supplier (Piscicultura Superior SL, Barcelona, Spain) and held in a recirculating aquarium rack system (zfbiolabs) at the Universitat Autònoma de Barcelona, Spain. Fish were kept at 28°C on a 14 L : 10 D photoperiod cycle, and fed twice a day (0.5% body weight per day) on a wet commercial diet (zfbiolabs). Water quality indicators (dissolved oxygen, ammonia, nitrite, pH) were analysed weekly to maintain recommended quality.

### (b) Behaviour studies

The experimental thermal gradient tank is a 2.36 m^3^ tank (105 × 15 × 15 cm) divided with five transparent Plexiglas screens to create six equal interconnected chambers. Each screen has a hole at the centre (3 cm diameter; 10 cm from the bottom) to allow connection between chambers. Three video cameras provide continuous monitoring of each tank chamber. During an experiment, temperatures were recorded for 10 s every 15 min throughout daylight hours (12 h = 48 recorded events). Four groups of fish (*n* = 10 for each group) were introduced into chamber 4 in the evening and filming began at 6.00 the next day, providing a 12 h acclimation period. Thermal gradients were achieved with a mean difference in temperature of 18.72°C between chambers 1 and 6 by simultaneously heating chamber 6 (mean temperature = 37.44 ± 0.48°C) and cooling chamber 1 (mean temperature = 18.76 ± 0.36°C). All temperatures were recorded each day at the same time of the day. Experimental groups were (i) control with no gradient, (ii) intraperitoneal sham injection with saline (5 µl of 1 × PBS) in a temperature gradient, (iii) intraperitoneal injection with dsRNA (poly (I : C); polyinosine : polycytidylic acid) (10 μg kg^−1^) in a temperature gradient, and (iv) intraperitoneal injection with dsRNA (poly (I : C); 10 μg kg^−1^) under constant normothermic (preferred temperature) conditions. Two-way repeated measures ANOVA, SPSS statistics 17 package, was used to compare chamber occupation frequencies between different experimental conditions.

### (c) Measurement of plasma prostaglandin

Blood plasma was obtained from individual zebrafish and stored at −80°C until use. Measurement of plasma PGE_2_ levels was carried out using a commercial monoclonal EIA according to the manufacturer's instructions (Cayman). The prostaglandin kit detection limit was 8 pg ml^−1^. Data obtained were analysed using the SPSS statistics 17 package using one-way ANOVA.

### (d) Spring viraemia carp virus studies

The fish cell lines EPC (Epithelioma papulosum cyprinid; fathead minnow (*Pimephales promelas*) purchased from the American Type Culture Collection (ATCC no. CRL-2872) and ZF4 (zebrafish embryonic fibroblast) purchased from the ATCC (CRL-2050) were used. EPC and ZF4 cell lines were maintained at 28°C in a 5 per cent CO_2_ atmosphere with RPMI-1640 Dutch modified (Gibco, Invitrogen corporation, UK) cell culture medium containing 10 per cent fetal calf serum (FCS) (Sigma, St Louis, USA), 1 mM pyruvate (Gibco, Invitrogen Corporation, UK), 2 mM glutamine (Gibco), 50 µg ml^−1^ gentamicin (Gibco) and 2 µg ml^−1^ Fungizone. The isolate 56/70 of SVCV isolated from carp was propagated in ZF4 cells at 22°C (adapted from [27]). Supernatants from SVCV-infected cell monolayers were clarified by centrifugation at 4000*g* during 30 min and kept in aliquots at –70°C. Clarified supernatants were used in the experiments [45].

### (e) Spring viraemia carp virus challenge

*In vivo* infection of zebrafish was done by immersion using dechlorinated water from stock tanks following protocols previously described for the viral haemorrhagic septicaemia fish rhabdovirus [46]. For immersion challenge assays, clarified supernatant from SVCV-infected zf4 cell monolayers (7.1 ± 2 × 10^7^ PFU ml^−1^) was added to water in 4 l water tanks containing the fish (*n* = 30). After 90 min, fish were separated into three groups (*n* = 10 each): 22°C, 28°C^i^ (constant temperature) and 28°C^d^ (temperature gradient). The fish were scored daily for a 7-day period; we recorded abdominal distension, exophthalmia, impaired swimming and skin/fin base haemorrhages. In the thermal gradient, behavioural data were recorded as described earlier throughout the challenge experiments. Three independent experiments were carried out with a total of 90 fish.

### (f) Spring viraemia carp virus recovery and titration

Four surviving fish from each group were randomly sampled at 7 days post-infection (dpi), the end of each experiment. Prior to tissue removal, all fish were exposed to an overdose of tricaine (MS222, Sigma-Aldrich). Fin bases, spleen, gills and head kidney were excised from the fish and disrupted using a sterile nylon cell strainer (BD Falcon MA, USA) and a pestle and subsequently passed through 0.2 μm sterile filters to remove bacterial contamination. Pooled cell samples from each group of four fish were resuspended in 3 ml of RPMI (Roswell Park Memorial Institute) cell culture medium prepared as described earlier. Virus titres recovered from fish in each experiment were determined by plaque assays. Different dilutions of the virus were used to infect EPC cell monolayers in 24-well plates. Infections were carried out at 22°C in RPMI cell culture media with 2 per cent FCS for 1.5 h. Then, the media were removed from each well and covered with a solution of RPMI cell culture medium with 2 per cent FCS and a 2 per cent aqueous solution of methyl cellulose (SIGMA, St Louis, USA). Cell plates were kept at 22°C for 5 days and the media with methyl cellulose removed. All wells were stained with crystal violet–formalin to count plaques.

### (g) RNA isolation

Total RNA was extracted from individual zebrafish brains using 0.3 ml of TriReagent (Molecular Research Center) following the manufacturer's instructions. RNA concentration was quantified (Nanodrop ND-1000) and RNA integrity and quality assessed (Bioanalyzer 2100, Agilent Technologies). The RNA integrity number (RIN) was calculated for each sample and only RNAs with an RIN number more than 7 were processed. RNA (1 μg) was used to synthesize cDNA with SuperScript III Transcriptase (Invitrogen) and oligo-dT primer (Promega).

### (h) RNA labelling and microarray hybridization

RNA samples were grouped into pools of three individual brains for each treatment. Microarray hybridizations were performed using the Zebrafish v. 2 (ID 026437) 4 × 44 K Agilent oligonucleotide microarray. A loop microarray design approach using single colour labelling was used for the study. Standard methods were used for all processes according to manufacturer's instructions (Agilent Technologies). Briefly, each amplified and labelled sample was hybridized at 65°C for 17 h. Microarrays were scanned and one-channel TIFF images (Feature Extraction software v. 10.4.0.0) were imported into GeneSpring software (GX v. 11.0). Microarray data are described in accordance with MIAME guidelines and have been submitted to Gene Expression Omnibus (GEO) database with the no. GSE32636.

### (i) Microarray analysis

Standard analytical methods were applied to analyse data obtained. Briefly, array normalization (percentile shift normalization) was carried out and data filtered by standard deviation expression among groups (filter by expression). Signal intensities for unique probes within a probe set were averaged to obtain an expression value (median) for the probe set (Gene-level analysis). We defined an ‘expressed’ transcript as that with a log2-transformed expression value greater than or equal to 1 in one or more brain samples. Statistical tests were implemented in the GeneSpring software GX v. 11.0 used to select transcripts differentially expressed (*p* < 0.001) between control and treatments. One-way ANOVAs were used to identify significant differences between treatments. Principal component analysis was used to describe differences among groups and the correlation matrix and Kaiser–Meyer–Olkin contrast determined for T^i^ and T^d^ conditions (see the electronic supplementary material, figure S2).

### (j) Interactome analyses

Visualization of interactions and overlays of expression profiles was carried out using Cytoscape v. 2.8.2. (http://www.systemsbiology.org). The interactome network was obtained from all interactions with a FBS > 6. The interactome backbone contains 5760 nodes (protein–protein and protein–DNA interactions) and 99 573 relationships between these proteins (interactions) (see the electronic supplementary material, table S4). The designation of protein properties was drawn from Alexeyenko *et al*. [17]. And NCBI gene name attributes were used to unify the protein list and were imported through the Biomart plugin [47]. The network for the ZFcorePIC primary interactors direct neighbours (level 2) was built from within *Danio rerio*_fever interactome. The group was selected and served to populate a sub network with the first neighbours and adjacent edges into a unified interactome. Topological analysis of individual and combined networks was performed with Network Analyzer [48], and jActiveModules v. 2.2 [34] was used to analyse network characteristics. GO analysis was conducted with the Biological Network Gene Ontology (BinGO, v. 2.0) plugin [49] and GOlorize tools [50] used for statistical evaluation of groups of proteins with respect to the present annotations available in the Gene Ontology Consortium (http://www.geneontology.org). GO overrepresentation was calculated using the hypergeometric test with Benjamini and Hochberg false discovery rate (FDR) multiple testing correction and significance (*p*_FDR_ < 0.05).

### (k) Real-time quantitative PCR

Standard SYBR-green-based methodology was used for rtqPCR studies. Briefly, 2 μg of total RNA was used for cDNA synthesis (SuperScript III, Invitrogen) and subsequently diluted with nuclease-free water to 1 ng μl^−1^ cDNA. Gene-specific high-melting temperature primers for genes of interest were designed using NCBI/Primer-BLAST suite (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) (see the electronic supplementary material, table S2*e*). PCR reactions were conducted on an ABI 7900 Sequence Detection System (Applied Biosystems) using a hot start SYBR-green-based method (Fast SYBR Green Master Mix, ABI) followed by melting curve analysis to verify specificity of the product. All transcripts were normalized to the housekeeping gene *18s.* Quantitative expression data were examined either by two-way ANOVA using the SPSS 17 statistical software and the differences were reported as either exact *p* values or alpha values (*p* < ) or as two-tailed *t*-tests with alpha values.

How the deposited data were processed for this re-analysis (not part of the article)

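RNA from brains of control fish (C), sham-injected fish in a thermal gradient (S d), dsRNA-injected fish at constant temperature (T i) and dsRNA-injected fish in a gradient (T d) was measured on 12 single-colour Agilent arrays, with 3 arrays per group and, by the methods, pools of 3 brains per array. The groups were taken from the sample labels. The authors deposited for each array the output of Feature Extraction, whose header gives version 10.7.3.1, where the methods give another version and another array design. The deposited scanner output holds intensities on a linear scale, which the scanner software had background-subtracted and detrended in the processed signal, and which were not scaled between arrays. The authors also deposited a table per sample and a table for the series, whose values, headed as log2 in the tables per sample, equal the natural log of the background-subtracted signal in the scanner output, with no scaling between arrays. This was checked on every value that the tables hold, with a tolerance of 0.001 on the natural log scale. All 12 tables per sample equalled the scanner output of the same label, and 6 columns of the series table equalled an array of the other dsRNA group. The assignment shared by the scanner output and the tables per sample was used, and the other one was run as an alternative.

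The log2 of the processed signal was averaged over repeated features of a probe after leaving out spots marked as non-uniform or population outliers, and the 75th percentile of each array over the probes that are not controls was subtracted, as a form of the percentile shift that the methods name without its percentile. Of 43603 probes, 19136 were well above background on at least 3 of the 12 arrays and were kept. Probes carrying a gene name were joined by the median, after older symbols had been matched to the current gene table (GRCz12tu), and probes without one were kept under the name that the array gives them. Transcripts with at least 2 values in each group were tested, 16130 in all. R 4.3.3 and limma 3.58.1 were used for linear models over the 4 groups with moderated tests, two-sided, with Benjamini-Hochberg adjustment. The number of arrays limits the precision of every value. The binomial intervals of shares treat transcripts as independent, which they are not, and do not measure the spread between arrays. Self-tests on simulated data, with the spread of these arrays and 200 changed transcripts, recovered 42% of 4-fold and 83% of 8-fold changes between T d and T i at an adjusted p under 0.05, with 1 unchanged transcript called, and 45% and 81% between S d and C. They recovered 69.5% of simulated core transcripts with 2 unchanged transcripts called. Where 50% of opposite directions were set, 49.7% were found, and where 50% of core transcripts were set to a *Q*_10_ above 2, 42.4% of those recovered had one. Of 50 unchanged lists, camera called 0 and fry called 2. These lists were random and the simulated transcripts varied independently, so the count does not test camera on genes that vary together.

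Core transcripts had an unadjusted p under 0.01 against C and against S d in both T i and T d, in 1 direction. The *Q*_10_ was 2 raised to the log2 difference of T d over T i multiplied by 10 and divided by 3, since the paper's text gives no formula. Gene lists were tested with camera (preset correlation 0.01) and fry on transcripts with values on all arrays, with p values adjusted over the lists of a comparison. The lists, written before the data were examined, covered anti-viral, heat-shock, cold-inducible, inflammatory, immediate-early, circadian, blood, eye and pituitary genes and the receptor genes of the paper. A value was treated as a lower bound of a fold where 1 group was not well above background on any array, and was then computed against the mean over that group of the larger of its signal and the lowest signal well above background on each array. The genes named are those that the paper names, the receptor genes, the 10 core transcripts with the highest *Q*_10_, and the 5 largest rises and falls between T d and T i and between S d and C among those with an adjusted p under 0.05 and groups that do not overlap, some of them given as a range or a count only. The core transcripts with the lowest *Q*_10_ were added after the data were examined.

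Replicate numbers are also slides. Deviations from the group means correlated between C and S d arrays of the same number in each of 3 pairs (0.256 to 0.556). C replicate 2 and S d replicate 3, of different numbers, correlated at 0.330, above the pairs of slides 2 and 3. The numbers therefore pair these groups clearly on slide 1 only. The fit with the slide as a block is given beside the comparison of S d with C, where it moved the count. Between T i and T d the correlations ran from -0.195 to 0.170, so that these share only a number. Alternatives set before the data were examined covered the scaling percentile, quantile normalization, normexp background correction (offset 50, on the median signal because the mean signal is not in the files), the filter on dim probes, single probes, the slide as a block, differences within slides, only the groups of a comparison, each array left out, the series table, and other thresholds, readings of the subtraction, tests and *Q*_10_ formulas. Added after the data were examined were the exchange of T i and T d, the series table with arrays as the scanner output labels them, a percentile over probes detected on all arrays, and array weights. Behaviour, plasma PGE_2_, quantitative PCR, viral infection and GO clusters were left out because no deposited file holds them.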

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

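Of the tests given here, those by array position, blood and inflammatory genes were chosen after the result had been seen. The test of other groupings was set before. The fits by slide and array were alternatives set before the data were examined, but using them as tests of a cause was chosen after. The paper subtracts S d and C from the dsRNA profiles and reports no comparison between them. With limma, 597 of 16130 transcripts differed between S d and C at an adjusted p under 0.05, 404 higher and 193 lower in S d, and 3507 had an unadjusted p under 0.05. This is a signal in a comparison that the paper does not analyse. All 597 had 3 arrays of S d outside the range of the 3 C arrays, which held for 28.1% of all tested transcripts, where chance gives 10%. Among the rises were those of a predicted gene without an assigned name, at least 14.5-fold in S d (adjusted p = 0.0122, C not well above background on any array), of *zgc:172053*, with a log2 difference of 4.67 (standard error 0.75, adjusted p = 0.0147), and of *ctss2.2*, with 3.52 (standard error 0.77, adjusted p = 0.0349). Among the falls were those of *fabp1b.1*, at least 18.8-fold lower in S d (adjusted p = 0.0429), and *glipr1b*, at least 4.73-fold lower (adjusted p = 0.0142), with S d not well above background on any array in either case, so that their order is not known.

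The count rested on single arrays and on the scaling, and so did its direction, with 264 higher and 430 lower when the percentile was taken over probes detected on all arrays, a setting chosen after the data were examined. The count was 0 without S d replicate 2, 4 without C replicate 3, 95 without S d replicate 3, 177 without C replicate 1, 225 without T d replicate 3, 259 without T d replicate 2 and 1175 without the dim T i replicate 3. It was 0 when scaled to the 50th percentile, with normexp background correction, without the filter on dim probes, and with the S d and C arrays alone in the model. At an unadjusted p under 0.05 there were still 1574, 2139 and 2386 transcripts in the first 3 of these and 2350 without S d replicate 2. It was 560 without C replicate 2 and 645 without S d replicate 1, so the loss of 1 of 3 arrays in a group does not by itself take calls away. Calls fell without each of the other 4 arrays of C and S d, and whether 1 pool alone gives them stays open. Of the 10 splits of these 6 arrays into groups of 3, only the real one gave as many calls (1 of 10), the others giving at most 1, and so few splits cannot exclude chance. Of the 4 splits with 1 array of each slide in both groups, those other than the real one gave 0.

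The count argues against the slide as a cause, since it rose to 1173 with the slide as a block, though C and S d arrays were clearly paired on slide 1 only. Position on the slide stays open, since C and S d each held 1 position. The median difference of the spike-in controls between S d and C was 0.0027 on the log2 scale before scaling, but 3 spike-ins cannot stand for all probes. Blood in the brain samples stays open as well, with a median difference of the blood list of 0.50 (8 of 9 genes higher in S d, camera adjusted p = 0.157, fry adjusted p = 0.0775). Relative to all tested transcripts it was 0.43, and 0.07 with normexp, and on slides 1, 2 and 3 it was 0.43, 1.13 and -0.39. *hbba2* and *hbaa2*, the haemoglobin genes of that list, differed by 0.23 (adjusted p = 0.904) and 0.64 (adjusted p = 0.652). An inflammatory response to the injection is a candidate explanation for part of the difference, since all 16 tested genes of the inflammatory list were higher in S d (median log2 difference 1.05, camera adjusted p = 7.27e-04, fry adjusted p = 0.0123). Relative to all tested transcripts its median was 0.97, and 0.49 with normexp. The anti-viral list was higher in S d too, by a median of 0.50 (39 of 47 genes, camera adjusted p = 7.27e-04, fry adjusted p = 0.0447), though on slides 1, 2 and 3 the median was -0.079, 1.08 and 1.12. So was the heat-shock list, by 0.76 (24 of 33 genes, camera adjusted p = 0.0236, fry adjusted p = 0.00549). The paper places the S d fish in a gradient and the C fish outside it, so that by its account injection and gradient cannot be separated by these groups. The labels place both groups in a gradient, which would leave the injection as the difference between them. Both stay open as biological differences.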

How the results depend on the processing

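The exchange of T i and T d, the series table with arrays as the scanner files label them, the percentile over probes detected on all arrays and the array weights were chosen after the data were examined, and every other alternative before. No cause of a change was tested unless one is named. The anti-viral share of core transcripts with a *Q*_10_ above 10 is undefined in the values reported, where no core transcript lies above 10, so it is given only for the alternatives that have such transcripts, without a judgement of change. The assignment of the dsRNA arrays decides the direction of every difference between T d and T i. With both groups exchanged, transcripts higher and lower in T d numbered 1 and 0, the T i and T d responses 161 and 263, and core transcripts with a *Q*_10_ above 2 came to 65.4%, with 21 above 10 of which 38.1% were anti-viral. In that setting the anti-viral median was 0.39, and receptors lower in T d came to 55.6%, with *adra2da*, of undetermined direction, counted as lower. *ebi3* differed by 3.55, and the features well above background differed by -5938. With the series matrix values as that table assigns them, 0 transcripts were lower in T d, the core held 47, the T i response 80, 63.8% of the core had a *Q*_10_ above 2 and 12 transcripts had one above 10, with 16.7% anti-viral. The anti-viral median was then 0.47, receptors lower came to 85.7%, *ebi3* differed by 4.79 at an adjusted p of 0.647, and 386 transcripts differed between S d and C. With the same values and arrays as the scanner files label them, the counts were 0 lower, 47 in the core, 80 in the T d response and 386 between S d and C, with 10.6% of the core above a *Q*_10_ of 2 and 1 above 10 (0% anti-viral).

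Scaled to the 50th percentile, the median of all tested transcripts between T d and T i moved from 0.18 to 0.96, and the anti-viral median turned to 0.38. Such a shift moves all transcripts alike, so it tests neither the sign of a list nor its place among the others. The counts fell to 0 lower in T d, 39 in the core, 105 and 96 in the T i and T d responses and 0 between S d and C, and 12.8% of the core had a *Q*_10_ above 2. Quantile normalization gave 0 lower and 130 between S d and C. Normexp background correction gave 0 lower, 24 in the core, 83 and 50 in the responses, 0% above a *Q*_10_ of 2, 0.917% of opposite direction and 0 between S d and C. Without the filter on dim probes there were 0 lower, 43 in the core, 172 in the T i response, 0% above a *Q*_10_ of 2, 78.3% of receptors lower and 0 between S d and C. In that setting the anti-viral median of -0.56 lay above the median of all transcripts, -0.92, while camera gave the direction as down and was not past the threshold. Probes well above background on all 12 arrays left 4710 transcripts and no receptor, so that no receptor value could be given, with 0 lower, an anti-viral median of -0.088 over 15 genes, 33 in the core, 96 and 43 in the responses, 1.89% of opposite direction and 303 between S d and C. The percentile over probes detected on all arrays gave 0 lower and 55.6% of receptors lower. Array weights gave 1 higher, 5 lower, 164 in the core, 332 in the T i response and 586 in the T d response, which turns their order, and 2732 between S d and C. The weight of T d replicate 3 was 4.14 and that of T i replicate 3 was 0.220.

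The slide as a block gave 1173 transcripts between S d and C, whose arrays were clearly paired on slide 1 only. It gave 0 lower in T d, whose arrays share only a number with those of T i, and it changed no other call among these counts and sets. Only the groups of a comparison gave 0 between S d and C, with fewer arrays to estimate the spread. Within slides 1 and 3, 12.35 and 18.5% of the core had a *Q*_10_ above 2, and within slides 2 and 3 there were 3 and 3 transcripts above 10, of which 0% were anti-viral. The share of opposite direction was 8.45 and 9.91% within slides 1 and 2, and the anti-viral median within slide 3 was 0.090. Benjamini-Hochberg adjustment gave 11, 78 and 13 transcripts in the core and the T i and T d responses, with 0% above a *Q*_10_ of 2 and 2.5% of opposite direction. An unadjusted p under 0.001 gave 24, 95 and 31, with 0% and 2.94%. Comparing with C alone, with S d not different from C, gave 200, 586 and 513, with 1 above a *Q*_10_ of 10 (0% anti-viral) and 9.35% of opposite direction. The one-way test that the methods name gave 25, 68 and 43 at an unadjusted p under 0.001, and 24, 64 and 38 with adjustment. Stricter thresholds pass fewer transcripts by construction.

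With each array left out in turn, the core held 47 (without T d replicate 3) to 84 transcripts, the T i response 174 (without C replicate 3) to 326, and the T d response 72 (without T d replicate 3) to 202. The T d response also fell to 99 without S d replicate 3 and to 106 without C replicate 3. Transcripts lower in T d ranged from 0 to 10 (without T i replicate 1), and those between S d and C from 0 (without S d replicate 2) to 1175 (without T i replicate 3). The share of the core with a *Q*_10_ above 2 ranged from 0 to 6.78% and the number above 10 from 0 to 1, with 0% anti-viral. Opposite directions ranged from 2.14% (without T i replicate 3) to 7.33%, and the anti-viral median from -0.46 to -0.28, past the threshold of camera in each of these fits. By fry the unadjusted p of the anti-viral list was 0.023 without T i replicate 3 and between 0.059 and 0.219 in the other fits. Receptors lower in T d ranged from 33.3 to 55.6%, and the set was not past the threshold in any of them. The difference in features well above background between T d and T i ranged from 2419 (without T i replicate 3) to 9394 (without T i replicate 1).

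The core with an at least 2-fold change, single probes, and *Q*_10_ over 2.5 and 3.5 degrees or from the size of the change moved none of these results past the margins used, which are 1.5 times a count or the binomial interval of a share. Of the 39 core transcripts found after scaling to the 50th percentile 37 were among the 81, as were 60 of the 69 found after quantile normalization. For the genes named between T d and T i, 295 of 312 values with 1 array left out and 237 of 265 under other settings that keep the assignment kept their direction and side of the threshold. For those named between S d and C, 78 of 120 and 49 of 97 did, the others being no longer past the threshold without a change of direction. The anti-viral list was matched by symbol alone in every setting because the files hold no descriptions, so the alternative without descriptions was not run. Signal over background limits what could be tested, since 14.5% of the features of T i replicate 3 and 50.0% of those of T d replicate 1 were well above background, the lowest and highest shares.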

Differences from the paper's values

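The paper reports 403 core transcripts, and 81 were found here. None of the 26 alternatives set before the data were examined brought the count within 1.5 times the paper's, their values running from 11 to 200. The paper's core transcripts with a *Q*_10_ above 2 number 156, a share of 39% in the paper, against 3 and 3.70% here. All 30 alternatives set before the data were examined differ as well, with 0 to 30 transcripts and 0 to 63.8%. The highest of each is that of the series matrix values, the setting that turns the direction between T d and T i to that of the paper. With T i and T d exchanged, chosen after seeing the values, 65.4% of the 81 core transcripts lie above 2. Another scaling percentile shifts every *Q*_10_ alike, and the paper's percentile is not given. The share among the same 81 transcripts at the 50th percentile was not computed. Fig. 2a gives about 37 transcripts with a *Q*_10_ above 10, summed over 2 of its classes, whose sizes do not add up with the others to the 156 of the text, against 0 here, and 0 to 12 under the alternatives set before the data were examined, all of which differ. The paper's share of regulated transcripts of opposite direction within GO clusters is 30%, against 5.25% over all regulated transcripts here, and none of the 27 alternatives set before the data were examined comes closer than 9.91%, the value within slide 2. The group here is wider than the paper's. Of nicotinic receptor transcripts, about 75% are lower in T d than in T i in Fig. 4a, read by eye, against 20% here (1 of 5). The genes here were chosen by symbol, whatever tissue expresses them, and may not be those of the paper. Of the 19 alternatives set before the data were examined, 2 do not differ, the series matrix values with 100% and no filter on dim probes with 50%, and the other 17 do. With T i and T d exchanged, chosen after seeing the values, the nicotinic share is 80% (4 of 5). The shares of the other 2 receptor classes do not differ by this measure in the values reported here, at 100% (1 of 1 muscarinic) and 66.7% (2 of 3 adrenergic), which so few genes cannot test. Of the same 19 alternatives 2 differ for the muscarinic gene, with 0%, and 3 for the adrenergic genes, with 33.3%. The scaling to the 50th percentile counts among those that differ in each receptor class, but moves all transcripts alike and so tests no sign. With T i and T d exchanged, chosen after seeing the values, the muscarinic and adrenergic shares turn to 0% and 33.3%, away from those of the paper. That 33.3% is *adra2da* alone, whose direction is not determined.

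The paper states that the most temperature-regulated core transcripts are anti-viral and more abundant in T d. Here 8 of the 21 core transcripts with a *Q*_10_ under 0.1, and 8 of the 10 of them that have a gene symbol to match, were anti-viral, and these were less abundant in T d with the arrays as the scanner files label them. The series matrix values and the exchange of both groups, the latter chosen after seeing the values, give the paper's direction, and the exchange drops none of the core transcripts. The paper states that T d and T i differed in specific transcripts, and 1 transcript, that of *ebi3*, was past an adjusted p under 0.05 here. The paper states that receptor transcripts are inhibited in T d, and 4 of 9 were lower here, with 6 of 7 lower under the series matrix values and 18 of 23 without the filter on dim probes. The share was smaller with quantile normalization (22.2%), with normexp background correction (33.3%), and with the series matrix values under the scanner files' labels (14.3%, a setting chosen after seeing the values). None of these was past the threshold as a set. The paper's statement that T i has the larger set of mRNAs goes with the 263 against 161 transcripts found with the scanner files' labels, and against the counts of 161 and 263 with both groups exchanged and of 80 and 182 with the series matrix values. Under the scanner files' labels the order turned only with array weights, chosen after seeing the values, with 332 and 586, and it narrowed to 209 and 202 without T i replicate 3. The paper's lower mean change with temperature goes with the median changes of 1.94 in T i and 1.40 in T d under the scanner files' labels, and against them with both groups exchanged, where the larger changes lie in T d.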

Other observations

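The tests of heat-shock, circadian and inflammatory genes and of the *Q*_10_ above 2 against random lists were set before the data were examined. So were the splits of the arrays for the core and for the transcripts between T d and T i. The fits with an array left out, other normalization or no filter on dim probes, and the differences within slides, were set before as well. Using these fits and differences as tests of a cause was chosen after, as were the other tests here. The anti-viral list was lower in T d than in T i with the arrays as the scanner files label them, whereas the paper's direction is the opposite. A candidate explanation is that the scanner files of both dsRNA groups were exchanged at deposit, or else that the series table was. The test found 6 columns of the series table that equal an array of the other dsRNA group, and no deposited value tells which of the tables is right, so that the explanations cannot be told apart. By the paper's text its quantitative PCR also has a rise with temperature, but no deposited file holds those values. The tables argue against 1 pool alone, since the median difference of the list nearest to 0 was -0.28 with each array left out in turn (-0.26 when *psme1*, left with 1 value in T d, is kept), and against the dim T i replicate 3, without which it was -0.46. They argue against the normalization between arrays for the difference relative to all tested transcripts. That difference was -0.56 with quantile normalization and past the threshold in camera, and -0.50 with normexp background correction. By fry the unadjusted p of the list was 0.148 with quantile normalization and 0.408 with normexp. The tables do not argue against normalization for the sign before the median of all transcripts is taken off, and an effect of dim probes stays open. Without the filter on dim probes the relative difference was 0.36, and over the 15 genes well above background on all 12 arrays it was -0.27. A difference on some slides only stays open, since the median on slide 3 was 0.090, against -0.52 and -0.86 on slides 1 and 2. Relative to all tested transcripts it was -0.64, -1.06 and -0.085 on slides 1, 2 and 3, so that it shrank but did not turn on slide 3. Array position stays open because each group held 1 position. The median difference of the spike-in controls was -0.20 before scaling and -0.82 after it. Blood stays open, since the genes of the blood list went both ways (median -0.047, 4 of 9 higher, camera adjusted p = 0.707, fry adjusted p = 0.427). Of the 10 splits of the 6 dsRNA arrays, 3 gave a median of the list as far from 0, so that chance cannot be excluded. The water temperature, which differs between the groups, stays open as a biological difference.

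The core was larger than in any other of 100 splits of the 12 arrays into 4 groups of 3 (1 of 100 as large, the real one, with 21 transcripts at most in the others), so chance can be excluded for it. For the T i response 3 of 100 splits were as large, which excludes chance at the 0.05 level. For the T d response 5 of 100 were, so the splits by themselves do not exclude chance for its size. Other splits also hold dsRNA arrays, so they carry effects of dsRNA. The 161 transcripts of the T d response include the 81 of the core, and the simulated unchanged groups passed 40 at most. These values argue against chance alone for T d, though the simulated transcripts varied independently. Among the 10 splits of the dsRNA arrays, 1 had as many transcripts between T d and T i, 1 parted the core as far between *Q*_10_ above 2 and under 0.5, and 1 had as large a share of opposite direction, each the real one. For the receptors 5 of 10 had as small a camera p. So few splits cannot exclude chance. A *Q*_10_ above 2 may arise from noise raised to the power of 10 over 3, since 10000 random lists of 81 transcripts matched on mean signal had a median share of 39.5% above 2, more than the core. The share of the core under 0.5, 65.4%, lay above the random lists, whose upper limit was 27.16%. Whether core transcripts move together more than random lists was not tested. Other splits of the same 6 arrays passed this limit too, with up to 48.05%, so noise between pools stays open.

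The heat-shock list was higher in T d than in T i by a median of 0.33 (27 of 33 genes, camera adjusted p = 0.038, fry adjusted p = 0.0211) and by 0.15 relative to all tested transcripts. It was higher on each slide, by 0.45, 0.37 and 0.52, and in each of 5 scalings. Against the mean of C and S d its median difference was -0.53 in T i and -0.28 in T d. Its median on single arrays, against that mean, ran from -0.42 to -0.17 in T d and from -0.42 to -0.15 in C. On the S d arrays it ran from 0.07 to 0.36, so T d lay under S d and not under C. On the T i arrays it ran from -0.91 to -0.56, under both. A direct response to the warmer water may account for the first difference, but it turns with the assignment of the arrays, and only 1 of 10 splits, the real one, gave as large a median, so neither the direction nor chance can be settled. The inflammatory list was higher in T d by a median of 0.34 (14 of 16 genes, camera adjusted p = 0.105, fry adjusted p = 0.221) and 0.15 relative to all. On slides 1, 2 and 3 the median was -0.0015, 0.0040 and 1.31, so that it rested on slide 3, and it fell to 0.12 with 1 array left out, which does not separate an amplified inflammatory response from none. The circadian list had 4 of 20 genes at an unadjusted p under 0.05 between T d and T i and 0 after adjustment, and 3.42% of random lists had as many. Time of day of sampling is a possible explanation, though its genes went both ways (median 0.01, camera adjusted p = 0.105, fry adjusted p = 0.891) and the percentage is not corrected for the number of lists.

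Immediate-early genes were higher in T d by a median of 0.73 (15 of 16 genes, camera adjusted p = 6.67e-04, fry adjusted p = 0.113) and 0.54 relative to all tested transcripts. On slides 1, 2 and 3 the median was 0.37, 0.15 and 1.71, and 1 of 10 splits, the real one, gave as large a median, so that chance cannot be excluded. No technical or biological cause was tested for them. The 4 tested of 13 pituitary genes (*gh1*, *pomca*, *smtlb* and *fshb*, named after their values were seen) were higher in T d by a median of 2.28 (camera adjusted p = 0.00249, fry adjusted p = 0.113). On slides 1, 2 and 3 the median was 3.26, 3.04 and -0.09, and 2 of 10 splits gave as large a median, so that chance cannot be excluded. These genes deviated together from their group means, with a median pairwise correlation of 0.587, which 0.44% of 10000 random lists reached, and pituitary tissue taken with some brains is a candidate explanation for their difference. The eye list (36 genes, median 0.18, camera adjusted p = 0.149, fry adjusted p = 0.961) and the cold-inducible list (5 genes, median -0.15, camera adjusted p = 0.634, fry adjusted p = 0.893) did not differ between T d and T i. The acetylcholinesterase gene *ache*, which the paper measured by quantitative PCR, had a log2 difference of 0.47 between T d and T i on the arrays (standard error 0.40, adjusted p = 0.814), and *chrna7a* was well above background on 2 of 12 arrays and was not tested. The spike-in controls had a median log2 signal of 7.65 on C replicate 1 and 7.78 on S d replicate 1, against 9.59 to 10.55 on the other arrays. T i replicate 3 correlated with the other arrays at 0.767 to 0.822 across transcripts, and the other pairs at 0.805 to 0.950.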
